A study of Mus musculus with 18 samples. Its data were reported in "Lipolysis regulates major transcriptional programs in brown adipocytes" (2022).

How the data were processed

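RNA-seq was performed on BAT-LgT cells, a line of mouse brown preadipocytes immortalised with the SV40 large T antigen, after differentiation into brown adipocytes. On day 7, cells received either no inhibitor or a combination of inhibitors of the triglyceride lipases ATGL and HSL for 1 h, and were then treated with Vehicle (DMSO), the β-adrenergic agonist isoproterenol (ISO, 100 nM) or SR-3420 for 3 h. SR-3420 is a ligand of ABHD5 that frees this co-activator from perilipin and so switches on ATGL without a β-adrenergic signal. Per the labels its dose was 10 µM, while the text of the study gives a different dose, and which was used for these samples was not settled here. The 6 groups are named Vehicle, ISO, SR-3420, Lipase Inh. + Vehicle, Lipase Inh. + ISO and Lipase Inh. + SR-3420, with 3 samples in each. Groups and replicate numbers were taken from the sample titles. The same numbers 1 to 3 occur in every group, and the methods of the study speak of independent experiments, which is where the pairing of same-numbered samples comes from.

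The authors prepared TruSeq libraries, aligned the reads to the mouse genome build mm9 with STAR, made tag directories with HOMER and counted reads per RefSeq gene with iRNA-seq. The deposited table holds whole-number counts that are neither normalised nor filtered, for 20295 genes in 18 columns, and 0 columns belonged to other samples. Beside the counts, the authors gave the gene's position, span and counted length in base pairs, and these other columns were used for positions and length checks only. Use of strand in the counting is not stated. Starts in the table count from 0, as a comparison of Ucp1 with the GENCODE annotation of the same build showed, and are printed here counting from 1. No molecular identifiers are described, so the counting floors and intervals given here cover counting error only.

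Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (minimum count 10, minimum total count 15), which left 12156 genes. Libraries were scaled with TMM factors, dispersions were estimated with estimateDisp, and 1 quasi-likelihood model over all 18 samples with a mean per group was fitted with glmQLFit as the installed version calls it by default. Contrasts were tested with glmQLFTest, p-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called changed at an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the study. Genes called higher with ISO or with SR-3420 against Vehicle are termed ISO-induced and SR-3420-induced. An induction was called reduced or raised by the inhibitors when the interaction, the effect with inhibitors minus the effect without, had an adjusted p-value of at most 0.05. Standard errors of log2 fold changes were taken from the fold change and the square root of its F statistic. Levels are CPM of TMM-scaled libraries, given as mean ± SD over 3 replicates. The 24 markers of the unfolded protein response (UPR) listed by the study were tested as a set with fry from limma 3.58.1, adjusted over the 7 contrasts in which the set was tested. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes. ISO-induced genes were grouped by k-means on standardised log2 CPM with 4 clusters, as in the study, 100 starts and random seed 1.

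The genes named in the text were chosen by a rule set before the count files were opened. By then, however, the study's own values per sample for several of its example genes, and its counts for a few other genes in which one library was low, had been read, so neither this list nor the design was blind to the outcome. The rule takes a hand-made list of example genes, clock genes, lipase genes and 4 UPR markers, which leaves out some examples the study gives and holds some genes its text does not name, and the 3 genes per direction with the largest change among those past the thresholds, with an average log2 CPM of at least 3 and the same direction in all 3 same-numbered replicates, for the effects of ISO, SR-3420, the inhibitors alone and both interactions. Other genes that are named were chosen after their values were seen. Whether the replicate numbers pair the samples was checked by correlating, across genes, each sample's deviation from its group mean. Many gene counts and the UPR set means are given beside those of a fit with the replicate number as a block. So are adjusted p-values of many of the named genes.

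The scripts were tested on simulated counts with the means and library sizes of the real samples and 200 genes changed 3-fold. Among 12136 genes tested the edgeR fit recovered 198 of them (99.0%) and called 2 other genes. Alternatives set before the count files were opened were DESeq2 1.42.0, RLE factors, other filters on low counts, only the groups compared, the replicate block, a test against the fold change threshold (glmTreat), thinning of all libraries to the smallest total, and leaving out each sample in turn. Total-count scaling, the newer quasi-likelihood fit and a correction for gene length and GC content were added after the data were seen. For the last of these, GC content was taken from GENCODE transcripts of the same build, and 11366 of the 12156 genes (93.5%) had a value. Transcript sequence was aligned to the genome with BLAST+ 2.17.0, and figures were drawn with matplotlib 3.10.9. Pathway enrichment was left out because no pathway annotation was used here.

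Library totals ranged from 4263755 to 21205032 counts with a median of 12613956. A gene needs about 3 counts to be seen, which equals 0.704 CPM of raw total in the smallest library and 0.141 in the largest. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of at least 3.50 between any pair, so no library was counted as a copy of another.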

Results

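RNA-seq counts were compared between mouse brown adipocytes treated with Vehicle, ISO or SR-3420, each with and without lipase inhibitors, in 3 replicates per group. Total counts lay between 10310447 and 21205032 in 17 of the 18 libraries. The remaining library, Lipase Inh. + SR-3420 replicate 2, held 4263755 counts, and a single gene, Lars2, took 18.3% of them (95% Wilson interval from 18.3% to 18.4%). In the other libraries the share of Lars2 lay between 0.0397% and 0.121%.

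Principal component analysis was used to see which treatments set the samples apart. PC1 held 53.7% of the variance and PC2 25.3%. Lipase Inh. + Vehicle lay beside Vehicle on PC1 (-17.1 ± 0.682 and -16.4 ± 0.579, SD, n = 3), whereas ISO lay at 19.8 ± 2.82 and Lipase Inh. + ISO at 27.0 ± 1.51. On PC2, ISO (12.1 ± 1.47) and SR-3420 (19.0 ± 1.05) lay opposite to Lipase Inh. + ISO (-18.5 ± 0.620). SR-3420 took an intermediate position on PC1 at 2.48 ± 1.57, and Lipase Inh. + SR-3420 lay near both Vehicle groups on PC1 (-15.9 ± 2.44) but apart from them on PC2 (-1.10 ± 0.187, against -5.51 ± 0.616 for Vehicle and -5.95 ± 0.696 for Lipase Inh. + Vehicle). On PC1 the distances of ISO, SR-3420 and Lipase Inh. + ISO from Vehicle exceeded the SDs between replicates. PC3 (6.13%) set Lipase Inh. + SR-3420 replicate 2 apart at 24.05, against -0.962 and -1.14 for replicates 1 and 3 of its group, an SD of 14.5 where the other groups had at most 1.04. With all genes in place of the 500 most variable, the share of PC1 was 43.5%.

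**Figure D1:**
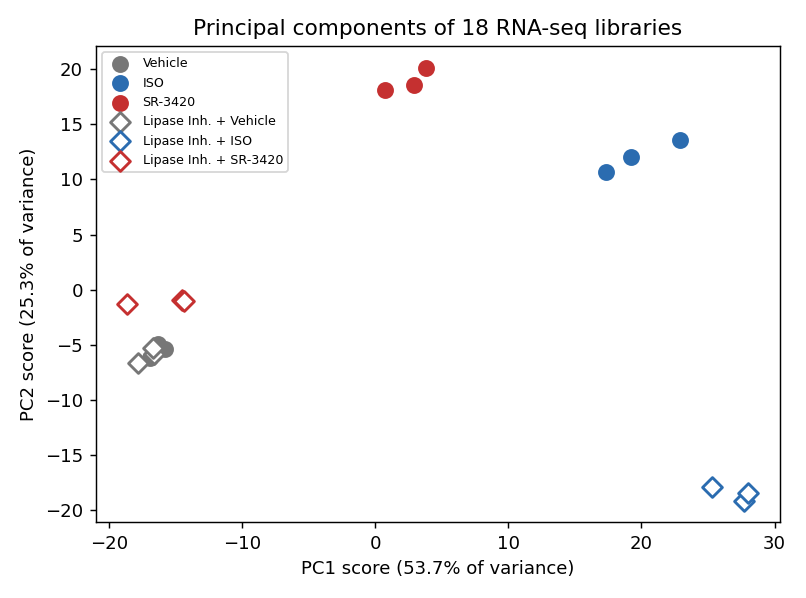
Scores of the 18 libraries on PC1 (horizontal axis, 53.7% of variance) and PC2 (vertical axis, 25.3%), with 1 point per replicate, filled circles for groups without inhibitors and open diamonds for groups with lipase inhibitors. Both Vehicle groups and Lipase Inh. + SR-3420 sit on the left, the last somewhat higher on PC2, and ISO and Lipase Inh. + ISO sit on the right with opposite signs on PC2.

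The effect of β-adrenergic stimulation was read from ISO against Vehicle. By edgeR's quasi-likelihood test, 612 genes were higher and 495 lower with ISO. With the replicate number as a block, the counts were 617 and 505. Deviations of same-numbered samples from their group means had a mean correlation of 0.110 across genes. The mean was 0.150 for number 2 and 0.190 for number 3, but -0.0118 for number 1. A weak shared component was thus seen for numbers 2 and 3 and not for number 1. The mean of -0.0548 for samples with different numbers largely follows from centring on group means, so it is no separate comparison. The strongest inductions by the naming rule were those of Nr4a3 and Ucp1, followed by Fgf21. Ucp1, the uncoupling protein of brown fat (mm9 chromosome 8, 85814247 to 85822355), rose from 2.69 ± 0.430 to 364 ± 109 CPM (SD, n = 3), a log2 fold change of 7.08 ± 0.28 (SE; adjusted p-value 9.56e-15, and 3.97e-24 with the replicate block). Nr4a3 (chromosome 4, 48064120 to 48096224) had at most 5 counts per Vehicle library and reached 119 ± 5.68 CPM with ISO. Its log2 fold change was 9.34 ± 0.26 (adjusted p-value 3.19e-17, and 7.47e-21 with the replicate block), and ran from 8.87 to 10.3 with single samples left out. Among genes that fell, Bmf (-3.98 ± 0.29), Lfng (-3.81 ± 0.26) and Pik3ip1 (-2.69 ± 0.14) changed most by the naming rule. The split between directions depended on scaling. TMM factors averaged 0.895 with ISO and 1.11 with Vehicle, and without them, on total counts alone, 339 genes were higher and 1191 lower, with 22.2% of the calls higher in place of 55.3%. On that scale the median gene moved by -0.31 on the log2 scale relative to TMM, and changes with ISO are stated relative to this shift.

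SR-3420 against Vehicle shows what activation of lipolysis does without receptor stimulation. With SR-3420, 482 genes were higher and 288 lower, and 486 and 292 with the replicate block. Scaling by total counts gave 335 higher and 501 lower (40.1% of calls higher in place of 62.6%), with a shift of the median gene by -0.16. Fgf21 (chromosome 7, 52869260 to 52870860) had the largest induction by the naming rule, from 0.403 ± 0.121 to 44.9 ± 13.2 CPM (log2 fold change 6.77 ± 0.31, adjusted p-value 2.44e-13), similar to its induction by ISO (6.72 ± 0.31, adjusted p-value 1.55e-13). Atf3 (5.31 ± 0.16) and Plk3 (5.04 ± 0.24) followed. Lfng (-3.08 ± 0.24), Bmf (-2.96 ± 0.24) and Foxq1 (-2.24 ± 0.17) fell.

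The overlap of the responses was then counted. Of the 612 ISO-induced genes, 314 (51.3%) were also SR-3420-induced, and these made up 65.1% of the SR-3420-induced genes. With the replicate block the overlap was 318 genes, and on total counts alone it was 184. Across the genes tested, log2 fold changes with ISO and SR-3420 had a Pearson correlation of 0.786 and a Spearman correlation of 0.772. Genes are not independent replicates, and both effects share the Vehicle samples. When each effect was taken against a different Vehicle sample, the mean correlation was 0.668, and against the same single Vehicle sample it was 0.809. In the direct comparison of ISO with SR-3420, 149 genes were higher with ISO and 99 with SR-3420 (152 and 105 with the replicate block). Total-count scaling gave 108 higher and 178 lower, so that 37.8% of the calls were higher in place of 60.1%. Among ISO-induced genes, 115 were higher with ISO and 14 were higher with SR-3420.

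Inhibitors alone changed few genes past the thresholds. Between Lipase Inh. + Vehicle and Vehicle, 1 gene was higher and 5 were lower, and with the replicate block 2 and 7. Ak4 (-1.51 ± 0.11, adjusted p-value 4.89e-08), Ffar4 (-1.47 ± 0.10, adjusted p-value 7.74e-09) and Sema3g (-1.26 ± 0.15, adjusted p-value 4.61e-05) were lower, with adjusted p-values of 1.72e-09, 1.29e-10 and 2.28e-06 under the replicate block. Ffar4 fell from 107 ± 6.45 to 38.6 ± 4.24 CPM (SD, n = 3). Egln3 (log2 fold change -1.20) and Gpr35 (-1.07) were also lower and Lancl3 (1.56) was higher. The last 3 were named after their values were seen. Without the threshold on fold change, 111 genes had an adjusted p-value of at most 0.05, and 269 with the replicate block.

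Whether induction by ISO requires lipolysis was addressed by the inhibitors. In their presence ISO raised 660 genes and lowered 928 relative to Lipase Inh. + Vehicle (664 and 939 with the replicate block). On total counts alone the numbers were 439 and 1436 (23.4% of calls higher in place of 41.6%), with a shift of the median gene by -0.23. ISO therefore changed 1588 genes with inhibitors and 1107 without. Of the 612 ISO-induced genes, 289 (47.2%) had their induction reduced by the inhibitors, 73 (11.9%) had it raised and 250 had no interaction past the threshold. With the replicate block, 310 were reduced and 78 raised. Only 34 of the 289 reduced genes were still induced with inhibitors, and 198 of them were SR-3420-induced. Of the 73 raised genes, 11 were SR-3420-induced. Over all ISO-induced genes the median share of the log2 fold change kept with inhibitors was 0.622, with values of 0.604, 0.589 and 0.651 in replicates 1, 2 and 3 (mean 0.615 ± 0.0320, SD, n = 3). When genes were chosen in 2 replicates and measured in the third, this share was 0.635, and with the replicate block it was 0.624.

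**Figure D2:**
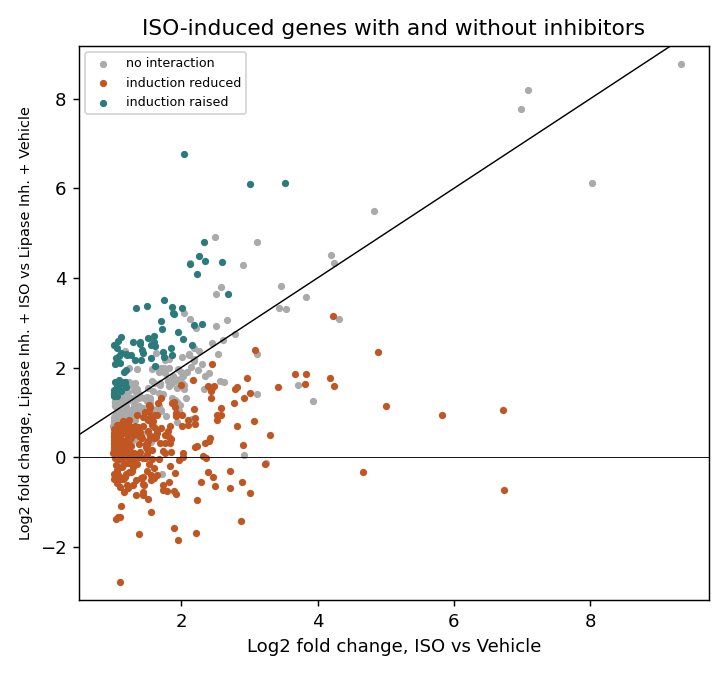
Log2 fold changes of the 612 ISO-induced genes without inhibitors (horizontal axis) and with inhibitors (vertical axis), with 1 point per gene and the diagonal marking equal effects. The 289 genes with reduced induction lie below the diagonal and the 73 with raised induction above it.

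Tested directly, the ISO by inhibitor interaction was positive past the thresholds for 265 genes and negative for 573 (288 and 589 with the replicate block; 351 and 492 on total counts alone, where 41.6% of calls were higher in place of 31.6%). Lipase Inh. + ISO against ISO gave 297 genes higher and 522 lower (299 and 533 with the replicate block). On total counts alone it gave 337 and 473 (41.6% of calls higher in place of 36.3%). The largest positive interactions by the naming rule were those of Bmf (3.49 ± 0.36), Cyp2ab1 (3.14 ± 0.27) and Vdr (3.09 ± 0.13), and the largest negative ones those of Fgf21 (-5.68 ± 0.74), Plk3 (-5.00 ± 0.41) and Insig1 (-3.90 ± 0.10). Vdr, the vitamin D receptor gene (chromosome 15, 97684858 to 97738727), rose with ISO from 11.5 ± 1.15 to 92.6 ± 10.7 CPM without inhibitors and from 11.9 ± 0.439 to 823 ± 7.36 CPM with them, while SR-3420 left it at 11.3 ± 1.08 CPM. The adjusted p-value of its interaction was 3.24e-13, and 2.98e-15 with the replicate block. Insig1 (chromosome 5, 28397952 to 28405202) rose with ISO from 859 ± 52.3 to 1848 ± 90.7 CPM (SD, n = 3; adjusted p-value 3.61e-11) and changed by -2.80 ± 0.08 with ISO in the presence of inhibitors (adjusted p-value 1.95e-17). With the replicate block these adjusted p-values were 3.67e-13 and 8.57e-21. In all, 7 genes past the thresholds rose with ISO alone and fell with ISO and inhibitors, and 3 did the opposite.

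The effect of SR-3420 was largely lost with inhibitors. Lipase Inh. + SR-3420 differed from Lipase Inh. + Vehicle in 26 genes higher and 10 lower. The replicate block gave 40 and 12, and on total counts alone the comparison gave 16 and 11 (59.3% of calls higher in place of 72.2%). Without the threshold on fold change, 528 genes had an adjusted p-value of at most 0.05 (852 with the replicate block). For SR-3420 without inhibitors these numbers were 6254 and 6750. Of the 482 SR-3420-induced genes, 392 (81.3%) had their induction reduced (404 genes with the replicate block), and 14 were still induced. The median share of the SR-3420 log2 fold change kept was 0.189 (mean over replicates 0.186 ± 0.0116, SD, n = 3). The SR-3420 by inhibitor interaction was positive for 170 genes and negative for 294 (184 and 302 with the replicate block; 225 and 238 on total counts alone, where 48.6% of calls were higher in place of 36.6%). Lipase Inh. + SR-3420 against SR-3420 gave 188 genes higher and 313 lower (189 and 310 with the replicate block). On total counts alone it gave 230 and 273 (45.7% of calls higher in place of 37.5%). The largest negative interactions were those of Fgf21 (-5.13 ± 0.73), Plk3 (-4.67 ± 0.40) and Atf3 (-4.50 ± 0.23), and Fbxo32 (2.00 ± 0.30) and Lfng (1.90 ± 0.33) were among the positive ones. The naming rule also returned Lars2 (6.95 ± 1.62, adjusted p-value 0.00286), a value that rests on a single library. Without Lipase Inh. + SR-3420 replicate 2 the interaction of Lars2 was 0.58 with an adjusted p-value of 0.302.

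The 612 ISO-induced genes were grouped by k-means into 4 clusters, which held 53.6% of the sum of squares. Clusters were numbered here by the difference between Lipase Inh. + ISO and ISO, from lowest to highest. The numbers are not those of the study, which gives Vdr and Crem, in cluster 4 here, as examples of its C2. Cluster 1 contained 117 genes with a median log2 fold change of 1.38 with ISO, -0.32 with ISO and inhibitors, and 1.50 with SR-3420, and included Atf4, Pdk4 and Plin2. Cluster 2 contained 173 genes with medians of 1.35, 0.61 and 1.28, and included Fgf21, Pck1 and Elovl3. Cluster 3 contained 176 genes with medians of 1.34, 1.14 and 0.95, and included Ppargc1a, Acot4 and Cry1. Cluster 4 contained 146 genes with medians of 1.57, 2.16 and 0.46, and included Ucp1, Vdr, Crem, Nr4a2 and Arntl. In clusters 1, 2, 3 and 4, 91, 128, 79 and 16 genes were SR-3420-induced. Grouping on group means gave 604 of the 612 genes the same cluster, and a prior count of 0.5 gave 570. With genes called by DESeq2, 544 of the 595 genes compared had the same cluster.

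Single genes illustrate these patterns. Pdk4 (chromosome 6, 5433351 to 5446278) rose from 545 ± 8.43 to 2863 ± 164 CPM with ISO and to 4609 ± 67.9 CPM with SR-3420, and with inhibitors it stood at 466 ± 80.1 CPM after ISO and 1114 ± 45.9 CPM after SR-3420, against 584 ± 46.4 CPM in Lipase Inh. + Vehicle. Its interactions were -2.72 ± 0.13 for ISO and -2.15 ± 0.13 for SR-3420 (adjusted p-values 2.44e-12 and 1.86e-10; 3.79e-15 and 6.10e-13 with the replicate block). Ppargc1a (chromosome 5, 51845488 to 51945160) rose by 3.83 ± 0.09 with ISO and by 1.85 ± 0.08 with ISO and inhibitors (interaction -1.99 ± 0.12, adjusted p-value 3.62e-11, and 2.84e-13 with the replicate block). Ucp1 rose by 7.08 ± 0.28 without and 8.20 ± 0.29 with inhibitors. That difference, 1.11 ± 0.49, had an adjusted p-value of 0.0885, and of 0.000456 with the replicate block. The induction of Ucp1 by SR-3420 was smaller, 2.11 ± 0.34, and was reduced by inhibitors (-1.84 ± 0.60, adjusted p-value 0.0261), a call that was lost when libraries were thinned to the smallest total (adjusted p-value 0.112) and in 4 of the 12 fits that each left out a sample (adjusted p-values up to 0.0890), and that had an adjusted p-value of 3.32e-05 with the replicate block. Acot4 rose by 3.53 ± 0.22 and 3.31 ± 0.21 with ISO without and with inhibitors, and Nr4a2 by 1.76 ± 0.15 and 2.18 ± 0.15. Neither interaction passed the threshold (adjusted p-values 0.661 and 0.149; 0.652 and 0.0943 with the replicate block), but that of Nr4a2 did with the replicate block and the length and GC correction (0.49, adjusted p-value 0.0486).

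**Figure D3:**
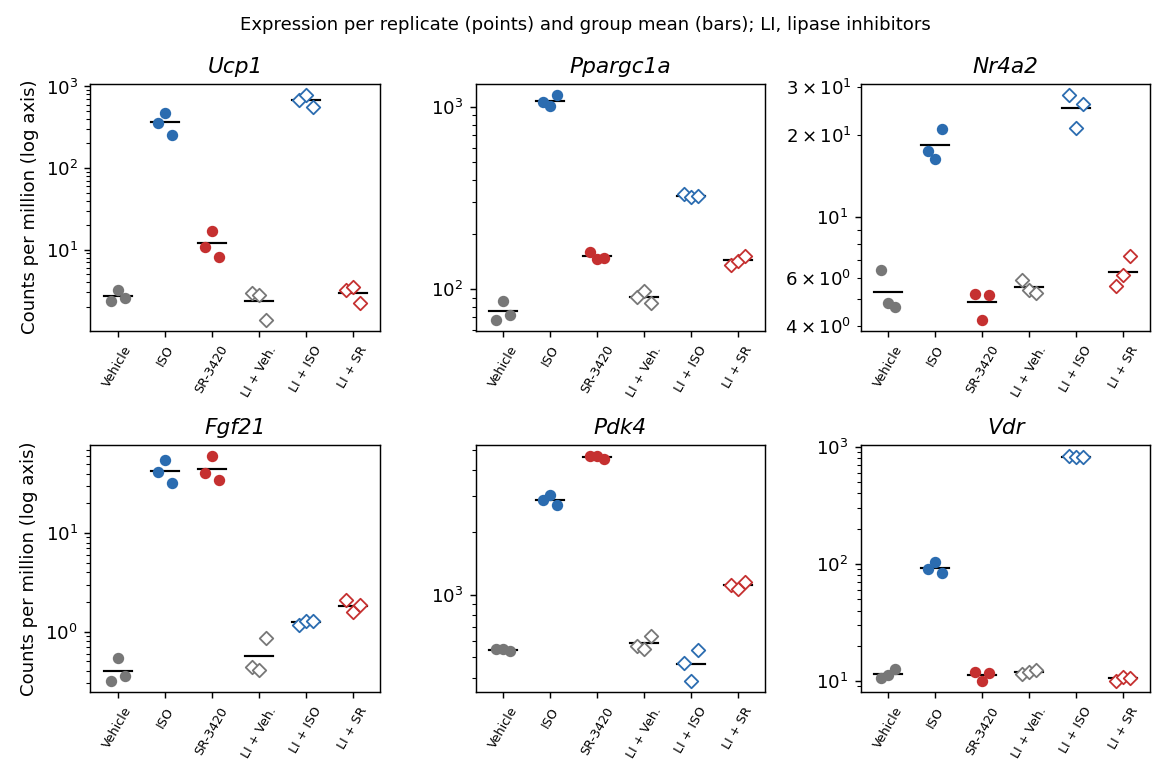
CPM (log axis) of Ucp1, Ppargc1a, Nr4a2, Fgf21, Pdk4 and Vdr in the 6 groups, with 1 point per replicate and a bar at the group mean. With inhibitors, Fgf21 and Pdk4 stay near the Vehicle groups after ISO, Vdr exceeds its level with ISO alone, and Ucp1 stays high.

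To ask how ISO and SR-3420 affect the UPR, the 24 markers were tested as a set. Their mean log2 fold change was 1.54 with ISO and 1.67 with SR-3420 (adjusted p-values by fry 1.34e-11 and 5.89e-12), and all 24 markers rose in both comparisons with adjusted p-values of at most 0.05, over all genes and over the list alone. Inhibitors alone gave 0.06 (adjusted p-value 0.148). With inhibitors the mean was 0.30 for ISO and 0.21 for SR-3420 (adjusted p-values 0.000460 and 0.000385), and the interactions were -1.24 and -1.45 (adjusted p-values 1.30e-09 and 3.63e-10). With the replicate block these 7 means were 1.53, 1.66, 0.06, 0.30, 0.22, -1.23 and -1.44. Total-count scaling moved the mean with ISO most, to 1.23. The remaining rise with inhibitors, 0.07 for ISO and 0.11 for SR-3420, did not pass the threshold on that scale (adjusted p-values 0.868 and 0.216). On that scale Lipase Inh. + SR-3420 replicate 2 was divided by a total of which Lars2 took 18.3%. How much of the fall from 0.21 to 0.11 came from this library was not tested. The interaction passed the threshold as a decrease in 18 markers for ISO and 23 for SR-3420 over all genes, and in 19 and 23 over the list alone. Hspa1a and Hspa1b are near-identical copies whose reads the counting could split, and without them the means were 1.42 with ISO and 1.55 with SR-3420, and the interactions, which this alternative moved most, were -1.02 and -1.27. Single markers differed. Atf4 (chromosome 15, 80085614 to 80087975) rose by 1.30 ± 0.08 with ISO and stayed level with ISO and inhibitors (0.03 ± 0.08, adjusted p-value 0.776). With SR-3420 it rose by 1.62 ± 0.08, and still by 0.40 ± 0.08 with SR-3420 and inhibitors (adjusted p-value 0.0030). Ddit3, which encodes CHOP (chromosome 10, 126727849 to 126733344), rose by 0.67 ± 0.07 with ISO and 1.87 ± 0.07 with SR-3420 but changed by -1.47 ± 0.08 with ISO and inhibitors. With SR-3420 and inhibitors it still rose, by 0.69 ± 0.07 (adjusted p-value 5.53e-06). Its span overlaps Mars on the other strand by 68 bases. Hspa5 rose to a similar degree with ISO without and with inhibitors (0.76 ± 0.07 and 0.87 ± 0.07, interaction adjusted p-value 0.415), while its rise with SR-3420 (0.75 ± 0.07) was lost with inhibitors (-0.06 ± 0.07).

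**Figure D4:**
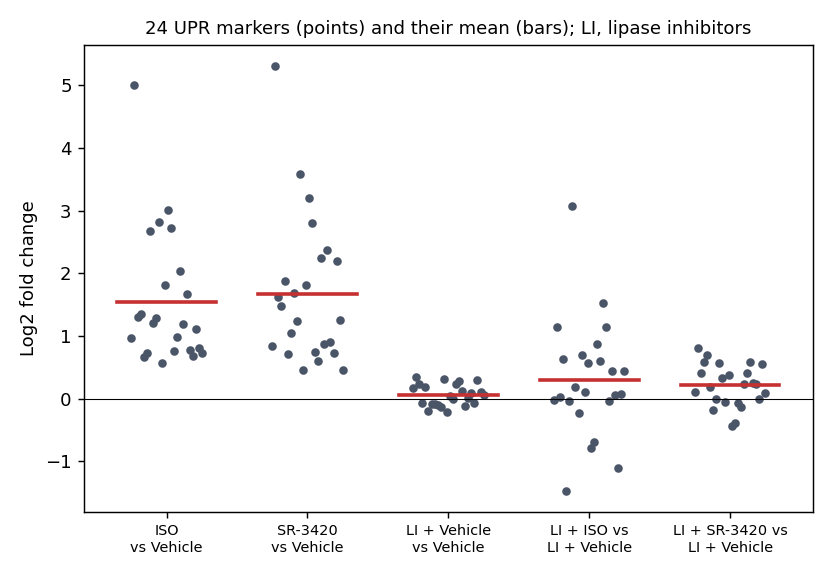
Log2 fold changes of the 24 UPR markers (1 point per marker, in alphabetical order within each column) in 5 comparisons, with a bar at the mean. The means are 1.54 and 1.67 for ISO and SR-3420 without inhibitors, 0.06 for the inhibitors alone, and 0.30 and 0.21 for ISO and SR-3420 with inhibitors.

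Core clock genes were examined because the study asks whether lipolysis reaches the circadian clock. With SR-3420, Nr1d1 (chromosome 11, 98629246 to 98636691) rose by 1.05 ± 0.10, Arntl by 0.96 ± 0.12 and Cry1 by 0.80 ± 0.09 (adjusted p-values 1.52e-08, 9.97e-07 and 1.87e-07). All 3 inductions were reduced by inhibitors, with interactions of -0.74 ± 0.14, -0.89 ± 0.18 and -0.67 ± 0.13 (adjusted p-values 0.000472, 0.000682 and 0.000470; 5.72e-06, 4.90e-06 and 4.62e-05 with the replicate block). With ISO the genes parted. Nr1d1 rose by 0.52 ± 0.10 without inhibitors (0.21 with an adjusted p-value of 0.0677 on total counts alone) and changed by -1.31 ± 0.11 with them, whereas Arntl rose by 1.02 ± 0.12 and 1.50 ± 0.12, and Cry1 by 1.00 ± 0.09 and 0.69 ± 0.09. The interaction of Arntl (0.48 ± 0.17, adjusted p-value 0.0331) did not pass the threshold in 6 of the 12 fits that each left out a sample, and that of Cry1 had an adjusted p-value of 0.0645 (0.0297 with the replicate block).

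Genes of the lipolytic machinery itself were examined last. Pnpla2, which encodes ATGL, stood at 2152 ± 133 CPM with ISO and 2108 ± 76.7 CPM with Vehicle (log2 fold change 0.03 ± 0.07, adjusted p-value 0.733). On total counts alone this log2 fold change was -0.28. Over 7 alternatives it ran from -0.28 to 0.18, with adjusted p-values from 0.0128 to 0.964, so an absence of change was not settled. Lipe, which encodes HSL, rose by 0.62 ± 0.07 with ISO and 0.77 ± 0.07 with SR-3420. Abhd5 rose by 0.62 ± 0.08 with ISO and by 1.18 ± 0.08 with ISO and inhibitors (interaction 0.57 ± 0.12, adjusted p-value 0.000729; 0.000226 with the replicate block). For Plin1 no rise with ISO was settled, since the log2 fold change of 0.31 ± 0.13 (adjusted p-value 0.0533, and 0.00375 with the replicate block) became 0.00 on total counts alone (adjusted p-value 0.979) and 0.60 with the block and the correction for gene length and GC content (adjusted p-value 1.69e-06), and the adjusted p-value ran from 0.0127 to 0.278 with one sample left out.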

Values the study reported

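The study reported 630 genes robustly induced by ISO, of which 324 were also robustly induced by SR-3420. It sorted the 630 genes into clusters by their dependence on lipolysis, and 525 of them belonged to the clusters it called C1, C3 and C4. These labels do not match the cluster numbers used above.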

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

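The tests of cAMP-responsive genes, of RNA without a poly(A) tail and of the library's place among the groups were chosen only after the result was seen. Total-count scaling and the correction for gene length and GC content were also chosen after the data were seen.

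Differences between groups were found where the effect of a stimulus was tested for a change by the inhibitors, though not for every gene tested. For ISO, 265 genes had a positive interaction and 573 a negative one, and for SR-3420, 170 and 294. In each case 1 of the 4 splits of the samples that part every same-numbered pair gave as many genes past the thresholds, namely the real one, and the other splits gave 0 genes past them, while the real split had 5046 genes for ISO and 4686 for SR-3420 at an unadjusted p-value under 0.05. Other splits leave some same-numbered samples on one side and were not compared. With 4 splits the share cannot fall under 0.05, so this count decides nothing about chance in either direction.

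Among ISO-induced genes, 2 of the 8 assignments of samples gave as many with a reduced induction, the other being the assignment with the labels fully exchanged (343 genes), and 1 of the 8 gave as many with a raised induction (at most 35 genes in another). Among SR-3420-induced genes 1 of the 8 gave as many with a reduced induction (at most 5 genes in another).

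The UPR markers had interactions of -1.24 with ISO and -1.45 with SR-3420, and 1 of the 4 splits gave as large a mean in each case (at most 0.45 and 0.53 in another). Reads shared between Hspa1a and Hspa1b did not account for these means, which were -1.02 and -1.27 without both genes.

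Single genes with a difference under ISO fall on both sides of 0. Induction was reduced, or a decrease was deepened, for Fgf21 (-5.68), Plk3 (-5.00), Insig1 (-3.90), Atf3 (-3.86), Plin2 (-3.13), Pdk4 (-2.72), Pck1 (-2.42), Ddit3 (-2.13), Ppargc1a (-1.99), Nr1d1 (-1.83), Elovl3 (-1.81), Dnajb9 (-1.52), Atf4 (-1.27), Pik3ip1 (-0.999) and Lipe (-0.38). The value was positive for Bmf (3.49), Cyp2ab1 (3.14), Vdr (3.09), Lfng (2.24), Ffar4 (1.76), Sema3g (1.32), Crem (0.88), Ak4 (0.83), Abhd5 (0.57) and Arntl (0.48). For Bmf and Lfng a positive value means that a decrease with ISO was weakened. Inhibitors alone lowered Ffar4, Sema3g and Ak4, and this enters their interactions with the opposite sign. A positive value for these genes therefore need not mean a higher level with ISO and inhibitors than with ISO alone.

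Under SR-3420 the value was negative for Fgf21 (-5.13), Plk3 (-4.67), Atf3 (-4.50), Nr4a3 (-3.03), Pdk4 (-2.15), Plin2 (-2.09), Ucp1 (-1.84), Pck1 (-1.82), Elovl3 (-1.79), Insig1 (-1.26), Acot4 (-1.26), Atf4 (-1.22), Ddit3 (-1.18), Sema3g (-1.02), Arntl (-0.89), Hspa5 (-0.82), Nr1d1 (-0.74), Dnajb9 (-0.68), Cry1 (-0.67) and Ppargc1a (-0.34). It was positive for Lars2 (6.95), Fbxo32 (2.00), Lfng (1.90), Pik3ip1 (1.75), Bmf (1.67), Foxq1 (1.42), Ffar4 (0.85) and Pnpla2 (0.39). For Ffar4 the lowered level with inhibitors alone enters here too. The alternatives and the fits leaving out a sample were not evaluated for all these interactions. Under SR-3420 they are missing for Nr4a3, Insig1, Sema3g, Bmf, Pik3ip1, Foxq1 and Ffar4. Under ISO they are missing for Atf3, Lfng, Pik3ip1, Ffar4, Sema3g and Ak4. Nr4a3 had at most 25 counts in any library of its SR-3420 interaction. Among the interactions evaluated, several calls were fragile when each sample was left out in turn. The call was lost in 8 of the 12 fits for Ppargc1a (adjusted p-values up to 0.114), 4 for Ucp1, 1 for Acot4 and 1 for Lars2 under SR-3420, and in 6 for Arntl under ISO. For Ppargc1a it was also lost on total counts alone (-0.28, adjusted p-value 0.154) and with the length and GC correction (-0.15, adjusted p-value 0.243). The call for Lipe under ISO was lost on total counts alone (-0.29, adjusted p-value 0.0890). Lars2 was not called by DESeq2. A missing adjusted p-value was counted as no call there, so whether DESeq2 tested Lars2 is not known.

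Technical explanations of the interactions were weighed through the alternatives. With libraries thinned to the smallest total, 235 genes were positive and 557 negative in the ISO by inhibitor interaction and 170 and 264 in the SR-3420 by inhibitor interaction. With the replicate block and a correction for gene length and GC content the counts were 270 and 525, and 170 and 298. Under total-count scaling they were 351 and 492, and 225 and 238, so that the predominance of negative values was smaller, and nearly absent for SR-3420. As gene counts, the interactions thus changed little with depth, length and GC content, while the balance of directions depended on scaling. Single calls did change. Thinning removed those of Ucp1 (adjusted p-value 0.112) and Acot4 (0.520) under SR-3420 and of Arntl (0.195) under ISO. A dependence of many inductions on lipase activity remains a candidate explanation, and effects of the inhibitors on other targets are not separated from it by the design.

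ISO changed more genes with inhibitors than without, by a ratio of 1.43. Depth was tested by thinning (1.48), and gene length and GC content by the corrected fit (1.47), and neither brought the ratio down. On total counts alone it was 1.23. Stronger cAMP signalling with inhibitors would raise cAMP-responsive genes further. A list of 12 such genes had a mean interaction of -1.003 instead (9 lower, lower in 3 of 3 replicates, adjusted p-value 1.16e-07). Because this list also rose with SR-3420, by 1.62, it does not separate cAMP signals from lipolysis, and the larger response is left without an explanation. The difference between the 2 gene counts themselves was not tested.

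The value of Lars2 came from the library Lipase Inh. + SR-3420 replicate 2, which stood apart from its group. Replication-dependent histone genes, whose transcripts lack a poly(A) tail, had a median log2 difference of 2.51 from replicates 1 and 3 (39 of 42 genes higher), while histone genes with poly(A) tails had -0.20 (0 of 9 genes higher). In the libraries of the other groups the same median for replication-dependent genes lay between -0.50 and 0.48. Replicates 1 and 3 of its own group each had -1.14, where replicate 2 was part of the comparison. Low depth did not account for this, as the median was 2.34 after thinning. Proliferation genes had a median of -0.15, which speaks against dividing cells in the sample. The distance to the other replicates of its group was 0.932 of that to the nearest other group, so that a mislabelled sample was not found, though by a small margin. The Lars2 transcript had 0 alignments to the mitochondrial genome, so no copy of mitochondrial ribosomal RNA was found in it. Similarity to other ribosomal RNA was not tested. Carry-over of RNA without a poly(A) tail may explain the histone genes. It was not tested whether it also explains Lars2, whose 3' UTR aligns to 98 places outside its locus, 8 of them with over 90% identity and over 150 bases. Apart from dividing cells, no biological explanation was tested.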

How the results depend on the processing

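Alternatives were fixed before the count files were opened, apart from total-count scaling, the newer quasi-likelihood fit and the length and GC correction, which were chosen after seeing the data. The planned older quasi-likelihood fit was not run, since it is the default of the installed version. There were 19 alternatives, and not all of them applied to every result. Of 39 main results, 10 stayed the same under each alternative that applied. Staying the same meant keeping direction and side of the threshold, or remaining within the limits set for counts and values. Only 3 or 8 alternatives applied to each of these 10 results. The cause was not tested for any change below, except where a value is given for it.

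A test against the fold change threshold (glmTreat) lowered most counts. It gave 288 higher and 95 lower for ISO, 200 and 34 for SR-3420, 0 and 0 for the inhibitors alone, 363 and 362 for ISO with inhibitors, 0 and 0 for SR-3420 with inhibitors, 91 and 228 for inhibitors on top of ISO, 14 and 98 on top of SR-3420, 61 and 176 for the ISO interaction, 8 and 62 for the SR-3420 interaction, and 44 and 8 for ISO against SR-3420. In the comparisons with 0 genes the quasi-likelihood test gave 1361 (inhibitors alone) and 1906 (SR-3420 with inhibitors) genes at an unadjusted p-value under 0.05. Of the ISO-induced genes so defined, 120 were also SR-3420-induced, 153 had a reduced and 41 a raised induction, and 185 SR-3420-induced genes had a reduced one.

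Total-count scaling gave 339 higher and 1191 lower for ISO, 501 lower for SR-3420, 0 higher for the inhibitors alone, 439 higher and 1436 lower for ISO with inhibitors, 16 higher for SR-3420 with inhibitors and 178 lower for ISO against SR-3420. The overlap became 184, the reduced inductions 151 and the raised ones 44. The mean log2 fold changes of the UPR markers with inhibitors fell to 0.0734 (ISO) and 0.11 (SR-3420). By fry neither passed the threshold on that scale (adjusted p-values 0.868 and 0.216). The values for SR-3420 with inhibitors include replicate 2, in which Lars2 took 18.3% of the total. With camera the UPR mean of 0.30 for ISO with inhibitors had an adjusted p-value of 0.184, where the range over the alternatives was 1.38e-05 to 0.868.

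Requiring 10 counts in every sample gave 186 lower for SR-3420, 0 higher for the inhibitors alone, 16 higher and 5 lower for SR-3420 with inhibitors, 181 higher on top of ISO, 98 higher on top of SR-3420, and 99 higher and 46 lower for ISO against SR-3420. With no filter 48 were higher for SR-3420 with inhibitors. The replicate block gave 2 higher for the inhibitors alone and 40 for SR-3420 with inhibitors, and with the length and GC correction 2 higher and 8 lower, and 42 higher. DESeq2, and fitting only the groups compared, each gave 0 higher for the inhibitors alone. Against different Vehicle samples the correlation was 0.668. PC1 held 43.5% with all genes and 44.3% with a prior count of 0.5, where PC2 held 21.1%.

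Leaving out each sample in turn gave from 0 to 2 genes higher for the inhibitors alone and from 20 to 40 for SR-3420 with inhibitors.

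Of 110 results for single genes and shares, 22 changed under some alternative or when a sample was left out. The sign of Pnpla2 with ISO (-0.28) and of Abhd5 with SR-3420 (-0.00209) reversed on total counts alone. When single samples were left out, signs reversed for values near 0. The lowest and highest values were -0.210 and 0.0406 for Nr4a2 with SR-3420, -0.476 and 0.0920 for the ISO interaction of Acot4, -0.0800 and 0.0547 for Vdr with SR-3420, -0.286 and 0.0980 for the SR-3420 interaction of Plin1, -0.0200 and 0.147 for that of Abhd5, and -0.0209 and 0.0622 for Pnpla2 with ISO. In the 9 fits with a reversed sign the adjusted p-values lay between 0.699 and 0.964.

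Depth limits the Lipase Inh. + SR-3420 group most. In its smallest library 3 counts equal 0.704 CPM, and the SR-3420 interactions of Ucp1 (-1.75, adjusted p-value 0.112) and Acot4 (-0.61, adjusted p-value 0.520) were not detectable once libraries were thinned to that depth.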

Other observations

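The test of a few genes taking most of the counts, that of counts per position and that of gene length in this part were chosen only after the result was seen, and total-count scaling and the correction for gene length and GC content after the data were seen. All patterns below were noticed in these data and tested on the same data, so each explanation is a hypothesis.

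Inhibitors alone lowered Egln3 and Ak4, both targets of hypoxia-inducible factors. Across 20 other target genes the mean log2 fold change was -0.34 (19 of 20 lower, lower in 3 of 3 replicates, adjusted p-value 3.99e-05), and -0.31 with the replicate block and the correction for gene length and GC content. That correction lowered the Spearman correlation of the changes with gene length, across all genes, from 0.342 to 0.0201, so that a bias of this form explains at most a small part of the mean. On total counts alone it was -0.36. Lower activity of hypoxia-inducible factors with inhibitors is a possible explanation. With ISO the same list rose by 0.47, and by 0.77 with ISO and inhibitors.

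Insig1 rose with ISO and fell with ISO and inhibitors. Across 17 other sterol-regulated genes the mean ISO by inhibitor interaction was -0.58 (13 lower, lower in 3 of 3 replicates, adjusted p-value 1.23e-05), also -0.58 after the length and GC correction, and -0.50 on total counts alone. With inhibitors alone all 17 were higher (mean 0.46), and with SR-3420 and inhibitors 0 of 17 were higher (mean -0.47, unadjusted p-value 5.10e-06). The rise of 0.46 with inhibitors alone enters the interaction of -0.58 with the opposite sign. Most of this mean interaction therefore starts from a raised level with inhibitors. A role of sterol-regulated transcription may underlie the pattern.

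Iigp1, Ifit3 and I830012O16Rik fell with stimulus and inhibitors. Across 15 other interferon-stimulated genes the mean change with SR-3420 and inhibitors was -0.31 (10 lower, lower in 3 of 3 replicates, p-value 0.0198), which could reflect lower interferon signalling. The replicate means were -0.33, -0.77 and -0.09, so the value leans on replicate 2, the library with the excess of Lars2, and 1 of the 15 genes was lower on its own with an adjusted p-value of at most 0.05. The list was also lower with ISO alone (-0.25, adjusted p-value 0.0236) and with ISO and inhibitors (-0.52, adjusted p-value 0.00621). The interaction of this list was -0.26 with ISO (adjusted p-value 0.712) and -0.25 with SR-3420 (adjusted p-value 0.337), so a dependence on inhibitors was not shown.

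On total counts alone the median gene fell with ISO by 0.33. Without the 100 genes with the most counts it still changed by -0.24, so a few abundant genes explain only part of the shift. Their share was 20.1% with Vehicle and 24.8% with ISO. Whether total RNA per cell changed cannot be read from these data.

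Log2 fold changes of the inhibitors alone tracked gene length (Spearman correlation across genes 0.345, where genes are not independent replicates). Without Vehicle replicate 1 the correlation was 0.185, and it lay between 0.275 and 0.359 when any of the 5 other samples was left out. Length bias of that library could account for part of it, which remains open.

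Counts in the table exceeded 2 per counted base in at least 1 library for 830 of 20199 genes, and Scd1 reached 320 counts per base. A filter that keeps 1 read per position and length is unlikely to have been applied to this table in the form described.

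The remaining comparisons were also set against other splits. For ISO, SR-3420 and the inhibitors alone against Vehicle, for ISO and SR-3420 with inhibitors against Lipase Inh. + Vehicle, for the inhibitors on top of ISO and of SR-3420, and for ISO against SR-3420, 1 of the 4 splits gave as many genes past the thresholds. The UPR markers gave as large a mean in 1 of the 4 splits in each of the 5 comparisons without interaction, inhibitors alone included. For the overlap of ISO- and SR-3420-induced genes 1 of the 8 assignments gave as many, and at most 25 genes were found in another. None of these counts can show a share under 0.05.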
